# The Olfactory Receptor Family 2, Subfamily T, Member 6 (OR2T6) Is Involved in Breast Cancer Progression via Initiating Epithelial-Mesenchymal Transition and MAPK/ERK Pathway

**DOI:** 10.3389/fonc.2019.01210

**Published:** 2019-11-11

**Authors:** Ming Li, Xiao Wang, Ran-Ran Ma, Duan-Bo Shi, Ya-Wen Wang, Xiao-Mei Li, Jun-Yi He, Jun Wang, Peng Gao

**Keywords:** OR2T6, breast carcinoma, epithelial-mesenchymal transition, MAPK/ERK pathway, prognosis

## Abstract

Breast cancer is the most common female malignancy worldwide, however its molecular pathogenesis still needs in-depth investigation. Here we first revealed that the olfactory receptor family 2, subfamily T, member 6 (OR2T6) was significantly over-expressed in breast cancer tissues compared with normal breast tissues. OR2T6 expression was tightly correlated with higher TNM staging, positive lymph node metastasis, and associated with poorer patients' overall and disease-free survival. And OR2T6 enhanced the proliferation, invasion, and migration ability of breast cancer cell lines *in vitro* (MCF-7 and MDA-MD-231). Mechanically, it promoted the expression of mesenchymal markers (Vimentin, N-cadherin, and β-catenin) while inhibited E-cadherin expression, suggesting that OR2T6 played a key role in the regulation of epithelial-mesenchymal transition (EMT) process. Moreover, the human gene expression microarray clarified that MAPK/ERK pathway could be initiated by OR2T6 at mRNA level, which was further confirmed at protein level by western blot analysis. Thus, we concluded that OR2T6, as a novel oncogene, contributed to the progression of breast carcinoma by the initiation of EMT and MAPK/ERK pathway.

## Introduction

Breast cancer is the most common cancer and the fifth leading cause of cancer death among women worldwide. More than 1,000,000 new cases are diagnosed annually and ~373,000 result in death each year (1, 2). Although breast cancer mortality has declined in the last few decades as a consequence of advanced screening programs and adjuvant therapies, some patients are still at high risk of relapse and have poor prognoses (2–4). The detailed molecular mechanism involved in the carcinogenesis of breast cancer remains unclear (1).

Recently, we used a gene microarray method to analyze the differential expression between cancers with and without metastasis (GEO accession number: GSE72307) (5). We identified that the olfactory receptor family 2, subfamily T, member 6 (OR2T6) was significantly higher in cancers with metastasis than in those without metastasis. This result indicated that OR2T6 might play a role in the progression of human solid cancers. However, the function of OR2T6 in human malignancies has not been reported.

The olfactory receptor (OR) family is a key member of the G-protein-coupled receptor (GPCR) family in humans (6, 7). The majority of ORs are specifically expressed in the sensory neurons of the olfactory epithelium, but some ORs are also expressed in non-olfactory tissues (8–11). Recently, OR51E2 [prostate-specific G-protein coupled receptor (PSGR)] was found to be overexpressed in prostate cancer tissues (12), and it accelerates prostate cancer development together with the loss of PTEN in a mouse model (13). Olfactory receptor family 2 subfamily AT member 4 (OR2AT4) was reported to regulate cell proliferation, apoptosis, and differentiation in human myelogenous leukemia (14). Olfactory receptor family 7 subfamily C member 1 (OR7C1) was also found to be a novel marker for colon-cancer-initiating cells (CICs) (15). Thus, ORs might play a vital role in human malignancies. However, in spite of these observations, the function of the OR family and the underlying molecular mechanisms are still largely unknown.

In the present study, to verify the possible role of OR2T6 in breast cancer, we tested the mRNA and protein levels of OR2T6 in breast cancer tissues *in vivo*; elucidated its functional role in breast cancer cell proliferation, invasion, and migration *in vitro*; and clarified its possible involvement in the regulation of the epithelial-mesenchymal transition (EMT) and the mitogen-activated protein kinase/extracellular regulated protein kinases (MAPK/ERK) pathway.

## Materials and Methods

### Ethics Statement

This study was approved by the ethics committee of the Medical School of Shandong University (approval code: 2012028). Written informed consent was obtained from all patients before the use of the materials. All procedures performed in studies involving human participants were in accordance with the ethical standards of the institutional and/or national research committee and with the 1964 Helsinki declaration and its later amendments or comparable ethical standards.

### Patient Population

We collected 102 samples of breast cancer tissue from patients who underwent modified radical mastectomy because of breast cancer and 60 cases of normal breast tissue from patients who underwent local resection because of fibrocystic disease of the breast at Qilu Hospital of Shandong University between July 2005 and July 2012. None of the patients had received radiotherapy or chemotherapy prior to surgery. Hematoxylin and eosin (HE)-stained sections and paraffin-embedded tissue sections were obtained from the Department of Pathology, and patient information was obtained from the patient medical record room at Qilu Hospital. All of the HE sections were reviewed by two experienced pathologists, and the diagnoses were classed according to the World Health Organization Classification of Tumors.

### Follow-Up

Patients were followed up every 3 months until death or July 2017. Survival time, disease-free interval, and development of metastases were recorded as survival data. The interval between the dates of surgery and death was used as the overall survival (OS) time. The interval between the date of the operation and recurrence or death was recorded as the disease-free survival (DFS) time. Patients still alive at the last follow-up were classified as censored observations.

### Exploring Cancer Genomics Data Using Cbioportal

The cBioPortal for cancer genomics (http://www.cbioportal.org/) provides analysis and download of large cancer genomics datasets. In this study, we used cBioPortal to explore the genetic variation of OR2T6 in breast cancer.

### Cell Lines and Culture

The human breast cancer cell lines MCF-7 and MDA-MB-231 were purchased from the American Type Culture Collection (Manassas, VA, USA) (last authenticated in April 2018 using STR profile analysis). Cells were cultured per routine in Dulbecco's modified Eagle's medium (MCF-7) or Leibovitz's L15 medium (MDA-MB-231) with 10% fetal bovine serum (FBS, Gibco BRL, Grand Island, NY, USA) and 1% penicillin-streptomycin at 37°C in a humidified atmosphere with 5% CO_2_.

### RNA Extraction and Real-Time PCR

Total RNA was extracted using Trizol (Ambion, cat. 15596-026) and synthesized into cDNA with the RevertAid First Strand cDNA Synthesis kit (Thermo Fisher Scientific, cat. K1621). The detailed primer sequences were listed in Supplementary Table S1. GAPDH was used as the internal control. Real-time PCR was performed on the ABI Prism 7000 Sequence Detection System with SYBR Premix Ex Taq (Takara, RR420A).

### Plasmid Construction, Small-Interfering RNA (siRNA), and Plasmid Transfection

For plasmid construction, the whole OR2T6 sequence was synthesized and inserted into the pcDNA3.1 vector at the Nhel/Xhol restriction enzyme site for the construction of the pcDNA3.1-OR2T6 plasmid (Boshang Biological Technology, Shanghai, China). The pcDNA3.1 vector was used as the control. The siRNA sequences were as follows: OR2T6, 5′-GCUCUUCACUCACAAUAAAdTdT-3′ and NControl_05815 (siN05815122147) (Ribobio, Guangzhou, China). MCF-7 and MDA-MB-231 cells were seeded in 6-well culture plates at 2 × 10^5^ cells per well and cultured in medium without antibiotics for 24 h before transfection. Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) was used to transfect the siRNAs or plasmids into cells.

### Western Blot Analysis

Total protein was extracted from cells using CelLytic^TM^ MT Cell Lysis Reagent (Sigma, cat. C3228) and qualified using the BCA reagent kit (Beyotime, cat. P0011). Protein was loaded onto 10% gels for immunoblotting with antibodies against OR2T6, E-cadherin, N-cadherin, β-catenin, vimentin, H-RAS, c-Myc, ERK, c-fos, or β-actin separately. β-actin was used as the loading control. Detailed information about the antibodies was listed in Table 1. The protein bands were visualized using an enhanced chemiluminescence kit (Beyotime, cat. P0018S).

**Table 1:** Primary antibodies used in this study.

**Antibody**	**Application**	**Dilution**	**Supplier**	**Source**	**Monoclonal or polyclonal**	**Catalog number**
OR2T6	WB, IHC-P	WB:1:1000, IHC-P:1:150	Santa Cruz	Goat	Polyclonal	sc-104547
H-RAS	WB	1:300	Sangon Biotech	Rabbit	Polyclonal	D260079
c-Myc	WB	1:1000	Sangon Biotech	Rabbit	Polyclonal	D110006
ERK	WB	1:2000	CST	Rabbit	Monoclonal	4370S
c-fos	WB	1:500	Sangon Biotech	Rabbit	Polyclonal	D120415
E-cadherin	WB	1:1000	CST	Rabbit	Monoclonal	mAb 3195
N-cadherin	WB	1:1000	CST	Rabbit	Monoclonal	mAb13116
β-catenin	WB	1:1000	CST	Rabbit	Monoclonal	mAb 8480
Vimentin	WB	1:1000	CST	Rabbit	Monoclonal	mAb 5741

### Proliferation Assay

Cell proliferation was measured using Cell-Light™ EdU DNA Cell Proliferation (EdU) assays (Ribobio, cat. C10310). Briefly, cells were seeded onto 96-well plates at a density of 5 × 10^3^ cells per well at 24 h after transfection. After EdU labeling, cells were treated with 100 μL of 1× Apollo reaction cocktail, stained with 100 μL of Hoechst 33342 (5 μg/mL), and observed under a fluorescence microscope (Olympus, Japan). The proliferation rate was determined by calculation of the percentage of EdU-positive cells.

### Cell Apoptosis Assay

Cells were collected at 72 h after transfection and stained with the Annexin V-FITC/PI Apoptosis Detection Kit (BestBio, cat. BB4101), according to the manufacturer's instructions. Cells with negative PI and positive FITC staining were defined as early apoptotic cells, while those with positive PI and FITC staining were defined as late apoptotic cells. The total apoptotic rate was calculated as the early apoptotic rate plus the late apoptotic rate.

### Cell Migration and Invasion Assays

Migration assays were conducted using Transwell inserts (8.0 μm, 24-well format; Corning, NY, USA). For the invasion assay, the inserts were pre-coated with a Matrigel matrix (BD Science, Sparks, MD, USA). Cell migration and invasion assays were performed as described previously (16).

### Human Gene Expression Microarray

MCF-7 cells were transfected with OR2T6 siRNA or negative control and then subjected to human gene expression microarray (KangCheng Inc., Shanghai, China) assay. Genes with a fold-change above two after transfection were defined as differentially expressed genes (DEGs). Bioinformatic analyses, namely, DEGs gene ontology (GO) enrichment analysis, together with Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, were performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) online tool (http://david.abcc.ncifcrf.gov/).

### Immunohistochemistry Staining (IHC)

An immunohistochemical method was used to detect the protein expression in 162 tissue samples. Briefly, slides were baked at 60°C, deparaffinized, and rehydrated. After antigenic retrieval, the sections were treated with 3% hydrogen peroxide and incubated with normal serum. Then, slides were further incubated with antibodies for OR2T6 overnight at 4°C. On the second day, the slides were treated with reagent 1 containing the secondary antibody and reagent 2 containing streptavidin-horseradish peroxidase complex (PV-9000 kit, Zhongshan Biotechnology Company, Beijing, China) for 30 min at room temperature separately. After diaminobenzidine (DAB) staining, the sections were counterstained with hematoxylin. PBS buffer was used as a negative control to replace OR2T6 antibody.

The staining results were independently judged by two pathologists blinded to the patients' information. Staining index (SI) was used to determine the results by combining the staining intensity and the proportion of positive cells. In brief, staining intensity was graded as follows: 0 (no staining), 1 (light yellow), 2 (yellow brown), and 3 (strong brown). The positive proportion of tumor cells was evaluated as follows: 0 (positive cells <5%); 1 (positive cells: 5–25%); 2 (positive cells: 26–50%); 3 (positive cells: 51–75%); and 4 (positive cells >75%). Then, the final SI scores were graded as 0, (-); ≤ 5, (+); 6–8, (++); and ≥ 9, (+++). Tumor samples scored (-) to (+) were considered negative, and others were considered positive.

### Statistical Analysis

SPSS 17.0 software (SPSS Inc., Chicago, IL, USA) was used for statistical analysis. The chi-square test was used to evaluate the difference in OR2T6 expression between normal breast and breast cancer tissues. Student's *t*-test were implemented to compare the differences between the two groups. The chi-square test and Fisher's exact test were used to assess the relationship between OR2T6 expression and the clinicopathologic characteristics. The Kaplan-Meier method and log-rank test were used to analyze the patients' survival. Univariate and multivariate analyses involving Cox proportional hazard regression models were further performed to evaluate whether OR2T6 could be an independent indicator of prognosis. *P* < 0.05 was considered statistically significant.

## Results

### OR2T6 Is Overexpressed in Breast Cancer Specimens

We first examined the mRNA levels of OR2T6 in normal breast tissues (*n* = 9 samples) and breast cancer tissues (*n* = 41 samples) by real-time quantitative PCR. Results showed that the transcriptional levels of OR2T6 were significantly higher in breast cancer tissues than in normal ones (Figure 1A; *p* < 0.05). Furthermore, we found no signal in the 60 normal breast tissue samples by the IHC method, which indicated low expression of OR2T6 in normal breast duct epithelium (Figure 1B). In contrast, cytoplasmic OR2T6 was detected in 27.45% (28/102) of breast cancer tissues (Figure 1B). The protein level of OR2T6 was significantly higher in breast cancer tissues than in normal tissues (*p* = 0.013) (Figure 1C).

**Figure 1:**
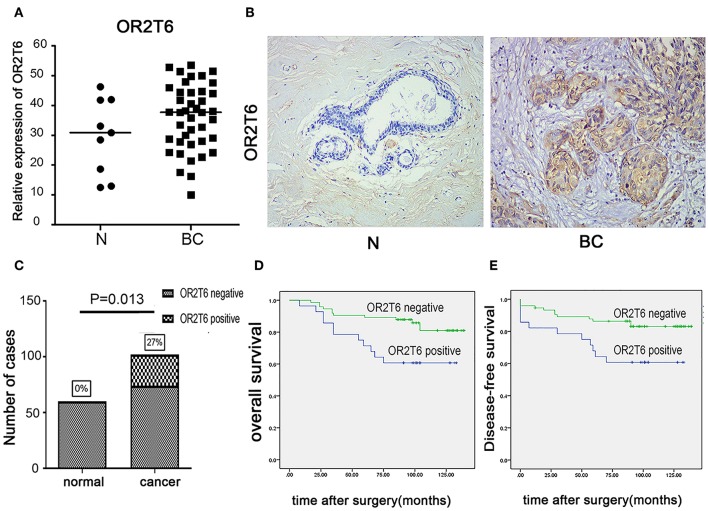
OR2T6 expression in breast cancer tissues and its association with patients' outcome. **(A)** The mRNA levels of OR2T6 in normal breast tissues (***n*** = 9 samples) and breast cancer tissues (***n*** = 41 samples) were assessed by the method of real-time quantitative PCR. Chi-square test was used to analyze the difference between the two groups. **(B)** Representative immunohistochemistry staining of OR2T6 protein in normal breast tissues (***n*** = 60 samples) and breast cancer tissues (***n*** = 102 samples) (H&E magnification, 40×). OR2T6 protein located in the cytoplasm. “BC” stands for breast cancer; “N” stands for normal breast epithelium. **(C)** Chi-square test revealed that OR2T6 expression was significantly higher in breast cancer tissues than in normal tissues. **(D,E)** Survival was analyzed by the Kaplan–Meier method and compared by log-rank tests. Kaplan-Meier curves for survival of 102 patients with breast cancer by OR2T6 positivity and negativity. Culminative overall survival **(D)** and disease-free survival **(E)**.

### The Association of OR2T6 Expression With Clinicopathological Parameters and Its Role in Determining the Prognosis of Breast Cancer Patients

We next investigated the correlation of OR2T6 expression with the clinicopathological characteristics of breast cancer patients. Statistical analysis showed that the positive expression of OR2T6 was tightly associated with lymph node metastasis (*p* = 0.002) and higher TNM (Tumor/Node/Metastasis) staging (*p* = 0.033), but not with patients' age, tumor size, or histological grade (Table 2). Furthermore, Kaplan-Meier survival analysis and log-rank test revealed that patients with OR2T6 expression had poorer overall survival (97 months vs. 124 months, *p* = 0.009) and disease-free survival (92 months vs. 121 months, *p* = 0.013) than those without OR2T6 expression (Figures 1D,E). In an univariate analysis, OR2T6 was a significant predictor for higher hazard ratio (HR), together with tumor staging and lymph node metastasis (all of the *p*-values <0.05; Table 3); however, it was not an independent prognosis factor in multivariate analysis (Table 3).

**Table 2:** Association of clinicopathological parameters with OR2T6 protein expression.

	**Number of cases**	**OR2T6**		***P* value**
		**Positive**	**Negative**	
**Age**				0.821
<50	40	10	30	
≥50	62	18	44	
**LN metastasis**				**0.002**
No	48	6	42	
Yes	54	22	32	
**Tumor size**				0.503
≤2 cm	43	10	33	
>2 cm	59	18	41	
**TNM staging**				**0.033**
I	24	4	20	
II	55	13	42	
III	14	5	9	
IV	9	6	3	
**Histological grade**				0.095
I	7	0	7	
II	76	20	56	
III	19	8	11	

*LN, lymph node; P < 0.05 was considered statistically significant (indicated in bold)*.

**Table 3:** Univariate and multivariate Cox proportional hazards regression analysis of survival in 102 patients with breast cancer.

	**Univariate analysis**			**Multivariate analysis**		
	**HR**	**CI (95%)**	***P*-value**	**HR**	**CI (95%)**	***P*-value**
**Overall survival**						
OR2T6 expression	2.831	1.246–6.431	**0.013**	1.362	0.490–3.786	0.554
Histological Grade	2.006	0.899–4.475	0.089	2.716	1.081–6.824	**0.034**
LN metastasis	4.759	1.615–14.027	**0.005**	1.781	0.513–6.182	0.363
TNM staging	5.035	2.978–8.513	**0.000**	5.728	3.254–10.084	**0.000**
Tumor size	2.348	0.925–5.958	0.072	1.209	0.394–3.708	0.741
Age	2.079	0.910–4.750	0.082	2.458	1.050–5.751	**0.038**
**Disease-free survival**						
OR2T6 expression	2.691	1.186–6.102	**0.018**	1.275	0.480–3.388	0.626
Histological grade	1.852	0.841–4.078	0.126	2.039	0.832–4.994	0.119
LN metastasis	5.109	1.736–15.038	**0.003**	4.228	1.403–12.745	**0.010**
TNM staging	5.322	3.115–9.091	**0.000**	2.265	0.820–6.256	0.115
Tumor size	2.395	0.944–6.078	0.066	1.213	0.386–3.809	0.741
Age	2.140	0.938–4.883	0.071	1.566	0.655–3.742	0.313

*LN, lymph node; HR, hazard ratio; 95% CI, 95% confidence interval. P < 0.05 was considered statistically significant (marked in bold)*.

### Genetic Alterations of OR2T6 Gene in Breast Cancer

We used cBioPortal to study the genetic changes of OR2T6 gene in 10 breast cancer studies. In 8,023 cases of breast cancer, the genetic change rate of OR2T6 ranged from 0 to 22.23%, with an average of 9.21%. Of 743 cases of genetically altered breast cancer, 734 cases had OR2T6 amplification, 5 cases had mutation, and 4 cases had deep deletion (Supplementary Figure S1). In Pereira B's study (17), the proportion of such genetic changes was as high as 22.23% (483/2173) (Supplementary Figure S1, left column).

### OR2T6 Promotes the Proliferation and Inhibits the Apoptosis of Breast Cancer Cells

To explore the role of OR2T6 in the proliferation and apoptosis of breast cancer cells, we performed EdU staining and flow cytometry assays in MCF-7 and MDA-MB-231 cells. The results showed that the overexpression of OR2T6 in MCF-7 cells significantly increased the percentage of EdU-positive cells, which are the proliferating cells (Figure 2A) (*p* = 0.02). Consistent with this, the interference of OR2T6 notably decreased the percentage of proliferating cancer cells (Figure 2B) (*p* = 0.006). Similar results were obtained in MDA-MB-231 cells (Figures 2C,D) (*p* = 0.001, OE-OR2T6 vs. mock group; *p* = 0.005, siOR2T6 vs. NC group). Thus, OR2T6 enhanced the proliferation of breast cancer cells.

**Figure 2:**
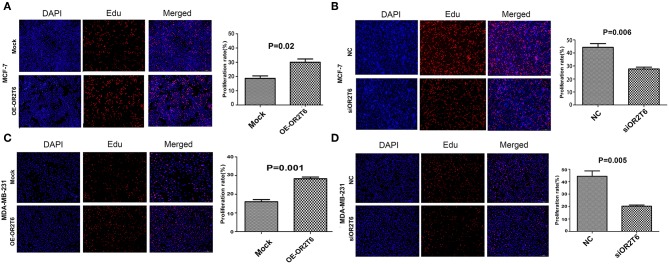
OR2T6 promotes the proliferation of breast cancer cell lines MCF-7 and MDA-MB-231. The percentage of EdU positive cells was recorded as the proliferation rate. Student's *t*-test showed that the proliferation rate was increased significantly when OR2T6 was over-expressed in breast cancer cells (**A,C**), and reduced dramatically when OR2T6 was knocked down **(B,D)**. Results were representative of triplicate experiments. “Mock” and “OE-OR2T6” stand for the cells transfected with pcDNA3.1 vector and pcDNA3.1-OR2T6 plasmid, respectively. “NC” and “siOR2T6” stand for the cells transfected with negative control siRNA and specific siRNA targeting the OR2T6 gene, respectively.

For the apoptosis assay, when we increased OR2T6 expression in MCF-7 cells, the percentage of apoptotic cells was reduced from 29.0 to 16.5% (Figure 3A) (*p* = 0.025), and when we knocked down OR2T6 expression, the proportion of apoptotic cells was elevated from 5.4 to 17.6% (Figure 3B) (p = 0.025). Similarly, changes in OR2T6 expression in MDA-MB-231 cells also affected the cell apoptosis rate significantly (Figures 3C,D) (*p* = 0.007, OE-OR2T6 vs. mock group; *p* = 0.03, siOR2T6 vs. NC group). The data indicated that OR2T6 inhibited apoptosis, thereby facilitating the transformation of breast cancer cells.

**Figure 3:**
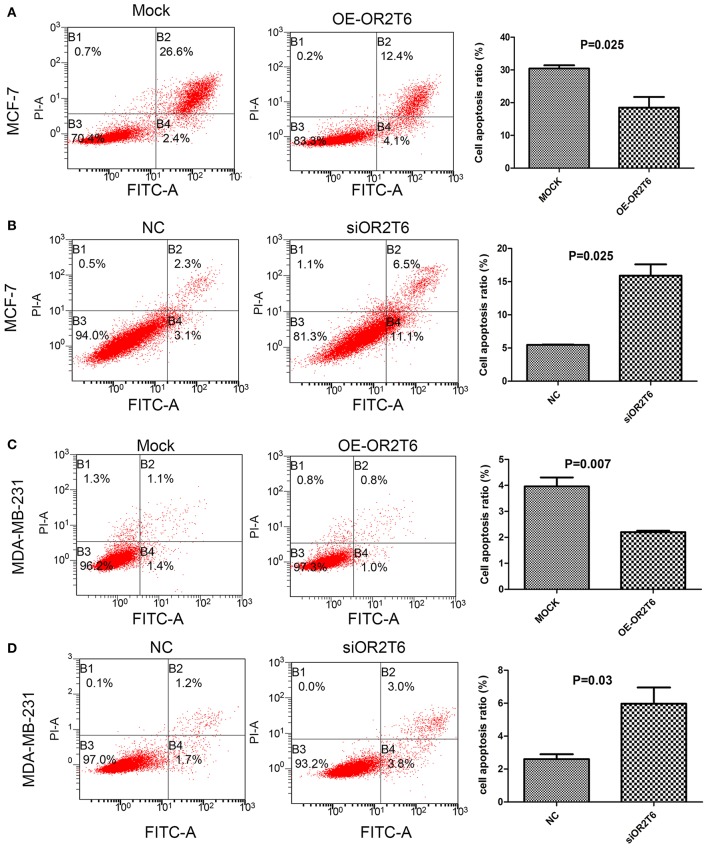
OR2T6 inhibited apoptosis of breast cancer cell lines. Cells were collected at 72 h after transfection, stained with Annexin V-FITC and PI and then analyzed by flow cytometry. Apoptosis of MCF-7 and MDA-MB-231 cells was inhibited by overexpression of OR2T6 **(A,C)** and enhanced by interference with OR2T6 expression **(B,D)**. Student's *t*-test was implemented to compare the difference between the two groups. Results were representative of triplicate experiments.

### OR2T6 Enhances the Migration and Invasion of Breast Cancer Cells via Regulation of EMT Progression

To assess the effects of OR2T6 on the invasion and migration capability of breast cancer, we first transfected breast cancer cells with pcDNA3.1-OR2T6 plasmid. The results showed that the overexpression of OR2T6 significantly enhanced the migration and invasion of MCF-7 cells (Figure 4A) (*p* = 0.022 and 0.025, respectively) and MDA-MB-231 cells (Figure 4C) (*p* = 0.0004 and 0.001, respectively). Furthermore, when we transfected breast cancer cells with siRNA specific to OR2T6, migration, and invasion were dramatically reduced in MCF-7 cells (Figure 4B) (*p* = 0.006 and 0.005, respectively) and MDA-MB-231 cells (Figure 4D) (*p* = 0.017 and *p* < 0.01, respectively). These data demonstrated that OR2T6 strengthened the migration and invasion of breast cancer cells.

**Figure 4:**
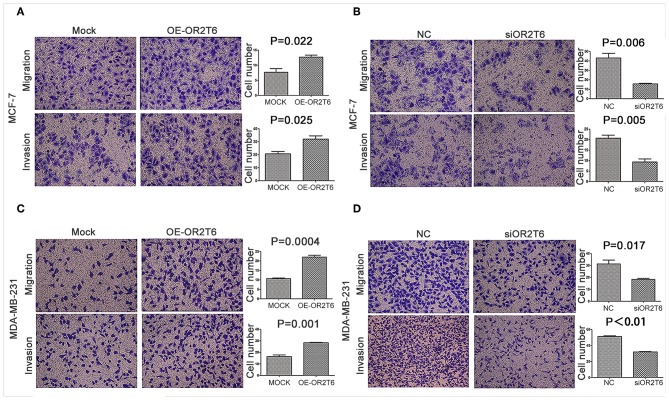
OR2T6 enhances cell migration and invasion of breast cancer cell lines. Cells (1 × 10^5^) were seeded in 12-well plates the day before transfection. After 24 h of transfection, the cells (1 × 10^4^) were resuspended in serum-free medium and seeded to the upper chamber of a Boyden chamber Transwell. Culture medium containing 10% fetal bovine serum was added to the lower chamber. Then, 36 h later, any cells that had migrated were fixed, stained, and counted. For the invasion assay, an experiment was done using membranes coated with a Matrigel matrix. The migration and invasion of MCF-7 and MDA-MB-231 cells were increased by overexpression of OR2T6 **(A,C)** and decreased by interference with OR2T6 expression **(B,D)**. Student's *t*-test was used to compare the difference between the two groups. Results were representative of triplicate experiments.

To clarify the underlying mechanism responsible for the effects of OR2T6 on cell migration and invasion, we investigated the role of OR2T6 in the EMT process. When we transfected the pcDNA3.1-OR2T6 plasmid into MCF-7 cells, the protein expression of OR2T6 increased significantly, indicating the specificity of the vector (Figure 5A). Along with the increase of OR2T6, the expression of the epithelial marker E-cadherin decreased dramatically, while the mesenchymal markers, such as vimentin, N-cadherin, and β-catenin increased significantly (Figure 5A). In contrast, when we transfected OR2T6 siRNA into MCF-7 cells, the expression of the epithelial marker was enhanced, while that of the mesenchymal markers was significantly inhibited (Figure 5A). Similar results were obtained after the alteration of OR2T6 expression in MDA-MB-231 cells (Figure 5B). Thus, OR2T6 plays an essential role in the promotion of the EMT process, and it might promote the migration and invasion of breast cancer cells via the initiation of EMT progression.

**Figure 5:**
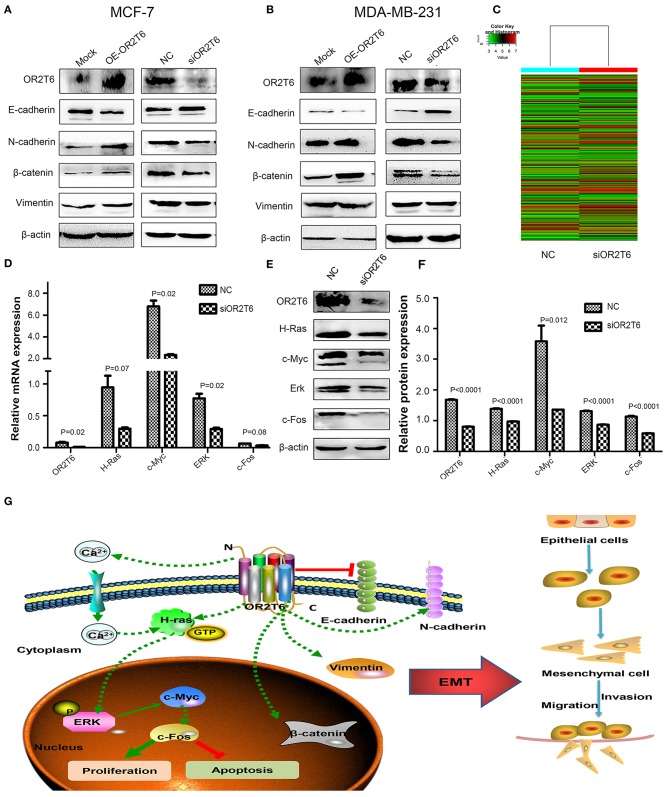
OR2T6 plays a role in the regulation of the EMT process and the MAPK/ERK pathway in breast cancer cells. **(A,B)** OR2T6 promotes the initiation of the EMT in breast cancer cells. The overexpression of OR2T6 reduced the expression of E-cadherin while increased those of N-cadherin, β-catenin, and vimentin in MCF-7 **(A)** and MDA-MB-231 cells **(B)**. When OR2T6 was knocked down, the opposite results were observed **(A,B)**. β-actin was used as the loading control. **(C)** Hierarchical clustering of MCF-7 cells transfected with negative control siRNA (NC) and specific siRNA targeting OR2T6 (siOR2T6) on the basis of differentially expressed mRNAs. Each row represents the expression level of an individual mRNA. Pseudo-colors indicate expression levels from low to high (green to red). (D) Real-time PCR data showed that the relative mRNA levels of genes in the MAPK/ERK pathway were reduced after silencing of OR2T6 expression in MCF-7 cells. **(E,F)** Western blot analysis revealed that the relative protein levels of genes in the MAPK/ERK pathway were decreased after transfection with siOR2T6. Student's *t*-test was used to compare the difference between the two groups. Each experiment was performed in triplicate. **(G)** Schematic model of the potential function mechanism of OR2T6 in breast cancer. The over-expression of OR2T6 enhances migration and invasion by initiating the EMT, and promotes proliferation and inhibit apoptosis via activation of the MAPK/ERK pathway.

### OR2T6 Plays a Role in the Regulation of the MAPK/ERK Pathway

We next investigated the molecular signaling pathways via which OR2T6 functions in breast cancer. To achieve this, we transfected MCF-7 cells with OR2T6 siRNA and subjected them to human gene expression microarray assays. 

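MCF-7 is an established estrogen receptor-positive human breast cancer cell line. The files hold 2 single-colour Agilent arrays of MCF-7 RNA, 1 labelled NC (cells transfected with negative control siRNA) and 1 labelled siOR2T6, so the groups had no replicates and no test between them was possible. By the sample descriptions, ribosomal RNA was removed before the RNA was amplified from random primers and labelled with Cy3. Both arrays lay on 1 slide and were scanned together, and the authors extracted the spot signals with Agilent Feature Extraction 11.0.1.1. Each array had 43118 non-control spots of 34127 probes, of which 82.3% were well above background on the array labelled NC and 81.0% on the array labelled siOR2T6. No spot was saturated. The 75th percentile of the signal was 488 on the array labelled NC and 632 on the array labelled siOR2T6. From the background-subtracted signals, log2 values were taken and each array's 75th percentile was subtracted. Spots flagged as outliers were left out, the probes of a gene were averaged, and genes with at least 1 probe well above background on at least 1 array were kept. Ratios are siOR2T6 minus NC on the log2 scale, and the error given beside a ratio is the error that Feature Extraction assigns to the spot signals, which covers neither culture nor transfection. This error was combined over the repeat spots and probes of a gene as if they were independent. A small error can therefore reflect repeat spots on the same array rather than a better-measured gene. Of 999 probes printed on 10 spots, 820 on the array labelled NC and 804 on the array labelled siOR2T6 had all spots well above background. Among these, the median SD between the spots of a probe was 0.057 and 0.053, on the log2 scale. Dimmer probes are left out of this SD. The number of arrays limits the precision.

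The target of the siRNA was covered by 1 probe, which was well above background on both arrays. The OR2T6 signal was 12.9 on the array labelled NC and 29.8 on the array labelled siOR2T6, a log2 ratio of 0.85 (error 0.25), so that OR2T6 was 1.80-fold higher on the array labelled siOR2T6. Among the 1000 genes nearest to it in mean signal that were well above background on both arrays, 2.9% had a ratio as large in either direction and 0.5% one as high. The paper's figures of real-time PCR and Western blots, read by eye, show OR2T6 lower after siOR2T6 (Figures 5A,D,E), which does not settle which array is which. Every direction from the arrays therefore rests on their labels. With background corrected by normexp, the log2 ratio of OR2T6 was 0.23. Normexp was run with an offset of 50 added to every signal, which compresses the ratios of dim genes by construction. A 2-fold call lost with normexp therefore does not show that the ratio of a dim gene was wrong.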

The mRNA levels of 28,186 genes were compared between the cells transfected with siOR2T6 and negative control. 

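After the filter on background, 23014 features were compared between the arrays, of which 16972 were genes with a current symbol and 6042 were transcripts that the gene table did not name. Of these, 21972 were well above background on both arrays, 325 on the array labelled siOR2T6 only and 717 on the array labelled NC only. The genes above background on both arrays included the keratin genes KRT8 (signal 2886 on the array labelled NC and 4577 on the array labelled siOR2T6) and KRT18 (19190 and 29880), which encode keratins of luminal epithelium. TFF1, an estrogen-induced gene, had a signal of 1041 and 1609, and VIM, which encodes the mesenchymal filament protein vimentin, 43425 and 46571. GATA3, AR and AGR3, from a list of 20 luminal genes, were not well above background on either array. Others of that list were dim, such as ESR1 (mean signals of 46.8 and 43.5 over 3 probes) and KRT19 (53.6 and 52.6). The median spot signals were 69.6 on the array labelled NC and 86.0 on the array labelled siOR2T6. OR51B4 was measured on both arrays with a log2 ratio of -0.35 (error 0.40), while the probes of OR51E2, which encodes PSGR, and of OR2AT4 were not well above background on either array. When each probe was counted as a feature of its own, 28135 probes were compared.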

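Genes of the cell cycle and DNA replication were mostly higher on the array labelled siOR2T6, and genes induced by p53 and by low oxygen were mostly lower. Of 39 measured genes of a proliferation list, 38 had a positive log2 ratio and none exceeded 2-fold, with CENPF at 0.63 (error 0.14), BIRC5 at 0.40 (error 0.07) and AURKA, the exception, at -0.25 (error 0.20). The list's median log2 ratio of 0.21 lay above those of all 10000 random lists matched on mean expression. Among 22 p53 target genes, 18 were lower, including the cell cycle inhibitor CDKN1A at -1.04 (error 0.20) and TP53INP1 at -1.08 (error 0.18, and -0.97 after quantile normalization). With normexp CDKN1A was at -0.70 and TP53INP1 at -0.42. SESN2, which is also induced by amino acid shortage, was higher at 1.03 (error 0.20). Of 25 genes of glycolysis and hypoxia, 20 were lower, with ADM, which encodes adrenomedullin, at -0.52 (error 0.06), and none exceeded 2-fold. Over all 23014 features, 8763 had a higher value on the array labelled siOR2T6 and 14251 a lower one, and the median log2 ratio was -0.08. This split follows the scaling of the arrays. After quantile normalization 10896 were higher and 12095 lower, and after scaling to the median 11869 were higher and 11145 lower.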

Bioinformatic analysis revealed that 13,452 genes were up-regulated, while 14,734 genes were down-regulated in the siOR2T6 group compared with the control group (data not shown). Furthermore, 385 differentially expressed genes (DEGs) were identified, among which 213 genes were up-regulated, and 172 genes were down-regulated after the interference with OR2T6 gene expression (Figure 5C). 

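A fold change above 2 was found for 483 features, 167 higher and 316 lower on the array labelled siOR2T6. Among genes measured by every probe on both arrays, SOX7, a transcription factor of the SOX family, had the highest ratio and was 9.62-fold higher on the array labelled siOR2T6 (log2 ratio 3.27, error 0.27). Its signal was 9.63 on the array labelled NC, where the lowest signal well above background was 5.10, so this fold rests on a dim value. MMP24, a membrane-type matrix metalloproteinase, was 4.12-fold higher (log2 ratio 2.04, error 0.20), and GANAB, a glucosidase of glycoprotein processing in the endoplasmic reticulum, 2.44-fold higher (log2 ratio 1.29, error 0.20). LGSN (log2 ratio 2.16), EVA1B (2.27), the gene of thyrotropin-releasing hormone TRH (1.84), the muscle gene ANKRD2 (1.40), the acute-phase gene SAA1 (1.32), EEIG2 (1.29), PHYHIPL (1.33) and CYB5RL (1.31) were also among the 12 highest, as was CDH1, which encodes E-cadherin, at 1.33 (error 0.08). On the array labelled NC, the signals of EVA1B (6.96), TRH (7.90), PHYHIPL (5.54) and CYB5RL (5.96) were also near the lowest signal well above background.

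ARMH1 was 10.1-fold higher on the array labelled NC (log2 ratio -3.34, error 0.23). The reductase gene DHRS2 was 3.21-fold higher on that array (log2 ratio -1.68, error 0.20), and IGFBP1, which encodes an insulin-like growth factor binding protein, 3.01-fold (log2 ratio -1.59, error 0.20). Also among the 12 lowest were SPOCD1 (-1.96), the histidine-rich glycoprotein gene HRG (-1.87), FAM25A (-1.78), the receptor gene ADGRF3 (-1.72), the cadherin gene CDH15 (-1.66), the aminopeptidase gene ANPEP (-1.61), ENTPD7 (-1.52), NMNAT2 (-1.50) and ANKRD7 (-1.39). With normexp, whose offset compresses dim ratios, 7 of these 24 genes stayed beyond 2-fold (SOX7, MMP24, GANAB, ARMH1, FAM25A, DHRS2 and IGFBP1). The log2 ratio of SOX7 then fell to 1.03 and that of ARMH1 to -1.54. With the highest probe of each gene EEIG2 was within 2-fold (0.66).

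Of the 483 features, 193 were well above background on both arrays, 68 higher and 125 lower. The other 290 were above background on 1 array, 99 on the array labelled siOR2T6 and 191 on the array labelled NC, so their fold is only a bound, taken over their probes above background on the brighter array, against the lowest signal well above background on the dimmer array or the probe's own signal where that was higher. For 89 of them the bound exceeded 2-fold. LMO3, a LIM-domain gene, was at least 16.4-fold higher on the array labelled siOR2T6, the cytokine gene IL9 at least 5.59-fold, DEFB119 at least 5.79-fold, FRMPD2 at least 5.00-fold and the olfactory receptor gene OR52H1 at least 4.67-fold. PPM1E was at least 3.89-fold higher on the array labelled NC, the homeobox gene DLX6 at least 3.62-fold, RBM46 at least 3.59-fold and PKHD1L1 at least 3.53-fold. For FGF20, a fibroblast growth factor gene, 1 of its 2 probes was at least 4.52-fold higher on the array labelled NC and the other was below background on both arrays, and the log2 ratio over both probes was -1.89, or -0.96 with a floor. In the dimmest 10% of features by mean signal, 12.25% exceeded 2-fold, and in the brightest 10% 0.39% did.

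The balance of higher and lower calls depended on the scaling, with 227 higher and 239 lower after quantile normalization, 218 and 254 after scaling to the median, and 219 and 250 after cyclic loess. Their number depended on how dim signals were treated, and was 21 with normexp and 1050 without a filter on dim probes.

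**Figure D1:**
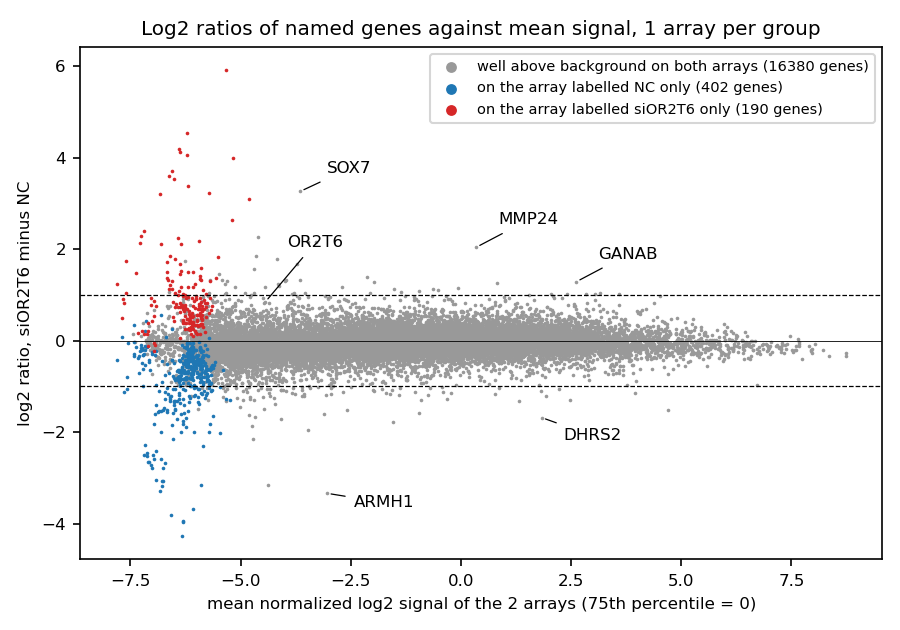
Log2 ratio (siOR2T6 minus NC) of each of the 16972 named genes against its mean normalized log2 signal on the 2 arrays, coloured by the array on which it was well above background. The dashed lines mark a 2-fold change, and most of the points beyond them lie at low mean signal. SOX7, MMP24, GANAB, DHRS2 and ARMH1 were measured on both arrays, SOX7 with a signal of 9.63 on the array labelled NC.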

The complete microarray data are listed in the GEO database (accession number GSE108006).

To obtain a more comprehensive knowledge of the DEGs, GO, and KEGG pathway enrichment analysis were performed. GO analysis showed that the DEGs were mainly enriched in regulation of biological process, single-organism process, cellular response to chemical stimulus, and biological adhesion. 

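Of 57 measured genes of a cell adhesion list, 3 exceeded 2-fold (5.3%), against 483 of all 23014 features (2.1%). All 57 were well above background on both arrays, and of the 21972 such features 193 exceeded 2-fold. With normexp, whose offset compresses dim ratios by construction, all 3 genes of the list were within 2-fold (CDH1 0.48, CDH15 -0.34 and ITGA2 -0.78). CDH1 was 2.51-fold higher on the array labelled siOR2T6 (signal 18.9 on the array labelled NC and 61.3 on the array labelled siOR2T6). CDH15, which encodes M-cadherin, was 3.17-fold higher on the array labelled NC, and ITGA2, a collagen-binding integrin subunit gene, 2.13-fold (log2 ratio -1.09, error 0.20). Of the list, 39 genes had a lower and 18 a higher value on the array labelled siOR2T6. The median log2 ratio was -0.11, at percentile 19.7 of the matched random lists, and another 17 genes of the list were not well above background on either array. The list was written from textbook knowledge and is not the ontology term, whose annotations were not used here, so no enrichment was computed.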

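Genes of cAMP, calcium, Rap1, PI3K-AKT and RAS-ERK signaling differed little between the arrays, and of the lists only PI3K-AKT signaling held a gene beyond 2-fold. These lists, like the adhesion list, were written from textbook knowledge before the data were examined, and are not the KEGG pathways. Among 37 measured genes of cAMP signaling, the adenylyl cyclase gene ADCY9 was highest at a log2 ratio of 0.88 (error 0.20) and RAPGEF4, which encodes the cAMP-activated Rap1 exchange factor EPAC2, was lowest at -0.62 (error 0.28). The median of this list was -0.01. In calcium signaling, the phospholipase gene PLCB2 stood at 0.76 (error 0.22, and 0.25 with normexp), with a median of -0.05 over 51 genes. The calcium pump gene ATP2A3 stood at -0.82 (error 0.26, and -0.04 with normexp). Of its 2 probes, 1 was not well above background on the array labelled siOR2T6.

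In the Rap1 list of 24 genes the median was -0.02, and SIPA1L3, a Rap GTPase-activating protein gene, was highest at 0.41 (error 0.23). RAP1A had a log2 ratio of 0.05 (error 0.20), RAP1B of -0.32 (error 0.14) and CTNND1, which encodes p120-catenin, of 0.03 (error 0.15). AFDN, formerly MLLT4, had a mean ratio of -0.21 (error 0.26) over 5 probes that differed in sign, and 0.15 over its probes above background. In PI3K-AKT signaling the median over 40 genes was -0.02. The phosphatase gene PHLPP1 was highest at 0.69 (error 0.28), and CDKN1A, counted in this list as an AKT substrate, was the gene beyond 2-fold, but within it with median scaling (-0.96) and normexp (-0.70). AKT2 had a log2 ratio of -0.03 (error 0.13), AKT3 of 0.07 (error 0.15), BAD of 0.03 (error 0.20) and PIK3R5, a regulatory subunit of PI3K, of -0.58 (error 0.31). The probes of BCL2 differed in sign, at 0.50 and -0.36.

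The RAS-ERK cascade, 34 genes of RAS proteins, their regulators, RAF, MEK and ERK, had a median of 0.01. MRAS was highest at 0.37 (error 0.20) and ARAF lowest at -0.58 (error 0.21). The medians lay at percentiles 86.0 (cAMP), 81.0 (calcium), 80.6 (Rap1), 81.9 (PI3K-AKT) and 88.0 (RAS-ERK) of matched random lists, within their middle 95%. After quantile, median or cyclic loess normalization the medians of the first 4 lists turned positive, to at most 0.08. A percentile describes these 2 arrays and is no test of the conditions.

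**Figure D2:**
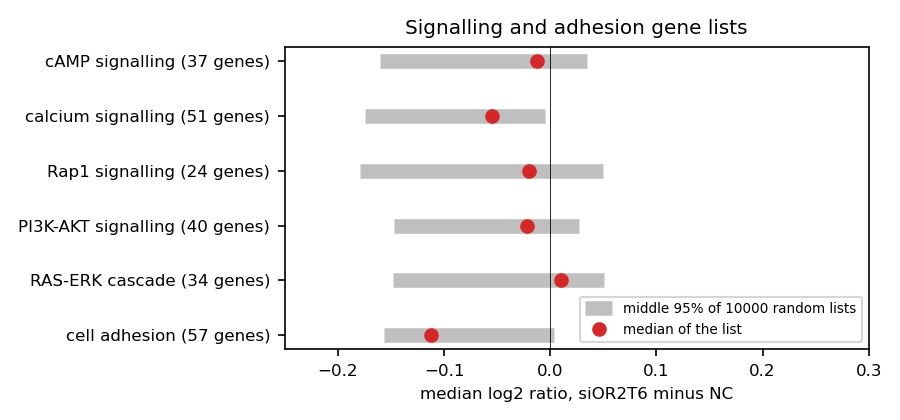
Median log2 ratio (siOR2T6 minus NC) of each gene list (points) against the middle 95% of the medians of 10000 random lists of the same size and mean expression (grey bars). Each median, from -0.11 for cell adhesion to 0.01 for the RAS-ERK cascade, lies within its bar.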

KEGG analysis suggested that the DEGs were enriched in cAMP, calcium signaling pathway and pathways in cancer including Rap1, PI3K-AKT, and Ras signaling pathways. To verify the microarray data, real-time quantitative PCR was conducted in MCF-7 cells to validate the related molecules in Rap1 signaling pathway (Rap1A, Rap1B, MLLT4, CTNND1)and PI3K-AKT pathway (PIK3R5, AKT2, AKT3, BAD, and Bcl-2). However, results showed that the expression of these genes were not changed obviously (Supplementary Figure S2). We next detected the molecules involved in Ras signaling pathway. As expected, the mRNA levels of H-Ras, c-Myc, ERK, and c-fos genes, which belong to the MAPK/ERK pathway, were decreased after interference with OR2T6 expression (Figure 5D). Western blot analysis further proved that when we knocked down OR2T6 gene expression, the protein signals of the above genes were reduced significantly (Figures 5E,F). These results indicated that OR2T6 might function in the up-regulation of the MAPK/ERK pathway.

## Discussion

Although different ORs have different copy numbers and different functional alleles, highly related ORs often cluster at the same locus, indicating their specific functions in humans (18–20). It has been observed that PSGR facilitates cancer cell proliferation, invasion, and migration (21), while OR2AT4 and OR51B4 hamper cancer cell behaviors (14, 22). Therefore, ORs might have a direct role in carcinogenesis, and different ORs might play different roles in human malignancies.

It is well-known that the truncating mutation 1100delC of checkpoint kinase 2 *(*CHEK2) increases the risk of breast cancer about 2-fold. In 2011, Taru A. Muranen reported that 34 OR genes were overexpressed in breast tumors with the CHEK2 1100delC mutation. This implied that ORs might have a role in breast cancer (23). However, the function of ORs in breast cancer has not been clarified. Here, we demonstrated that OR2T6 enhanced the proliferation, invasion, and migration of breast cancer cells and inhibited apoptosis of these cells. OR2T6 expression in breast cancer tissues was significantly higher than that in normal breast tissues, and its expression was tightly associated with tumor staging and lymph node metastasis. Moreover, cBioPortal analysis confirmed the genetic alterations of OR2T6 gene in large-scale of breast cancer. Thus, we speculated that OR2T6 was a novel cancer-related OR, and it might play a role in the maintenance of the malignant phenotype of breast cancer.

The epithelial-mesenchymal transition (EMT) is a process by which epithelial cells lose their cell polarity and cell-cell adhesions and gain migratory and invasive properties (24). EMT is essential in the initiation of metastasis for cancer progression including breast cancer (25, 26). Weber et al. reported that incubation of colorectal cancer cells with Troenan, an effective ligand of OR51B4, leads to obvious morphological changes in cell shape (22). Zhang et al. also showed that OR2A4 is associated with cell migration by regulating the cytoskeleton of HeLa cells (27). This suggests that ORs could favor cell invasion and migration by regulating the actin cytoskeleton in cancer cell lines. However, the underlying mechanism remains unclear. In our research, we showed that alteration of OR2T6 expression significantly changed the protein levels of the epithelial and mesenchymal markers in breast cancer cells. This result provided strong evidence that OR2T6 had a vital role in the initiation of the EMT process, by which it might exert the function of facilitating cell invasion and migration.

The MAPK/ERK pathway is one of the most important for tumor initiation. Once the pathway is activated, tumor cell proliferation is greatly enhanced, and apoptosis is inhibited (28). Based on high-throughput information analysis, we preliminarily demonstrated a possible regulatory role of OR2T6 in the MAPK/ERK pathway. 

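The paper's text does not say which ERK gene was measured, so MAPK1 and MAPK3 were both taken here. On the arrays, 4 of the resulting 5 MAPK/ERK genes had higher values on the array labelled siOR2T6 and 1 had a lower value. MYC, which encodes c-Myc, was 1.36-fold higher (log2 ratio 0.44, error 0.06) and FOS, which encodes c-fos, 1.34-fold (log2 ratio 0.42, error 0.21). The ERK genes MAPK1 and MAPK3 had log2 ratios of 0.21 (error 0.06) and 0.03 (error 0.07), and the sign of MAPK3 turned with normexp, at -0.0018. HRAS was lower at -0.27 (error 0.06). None of them exceeded 2-fold. Genes that ERK activity induces ran mostly the other way, since 19 of 24 measured ERK target genes had lower values on the array labelled siOR2T6. DUSP6, the phosphatase that dampens ERK, was the target gene beyond 2-fold, 2.17-fold higher on the array labelled NC (log2 ratio -1.12, error 0.20, and -0.93 with normexp), while EGR1, an immediate early transcription factor, was highest at 0.82 (error 0.21). PHLDA1 (-0.92) and FOSL1 (-0.78), named after their values were seen, were also lower. The median over the ERK targets was -0.24, at percentile 0.07 of matched random lists, and that over the 5 MAPK/ERK genes was 0.21, at percentile 98.2 (97.0 with cyclic loess), with MYC and FOS in both lists. All directions depend on the labels of the arrays, on which OR2T6 itself was brighter under siOR2T6. From the enrichment of the DEGs in Ras and other signaling pathways, and from lower H-Ras, c-Myc, ERK and c-fos in the PCR and Western blot experiments (Figures 5D-F), the paper proposes that OR2T6 acts on the MAPK/ERK pathway.

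**Figure D3:**
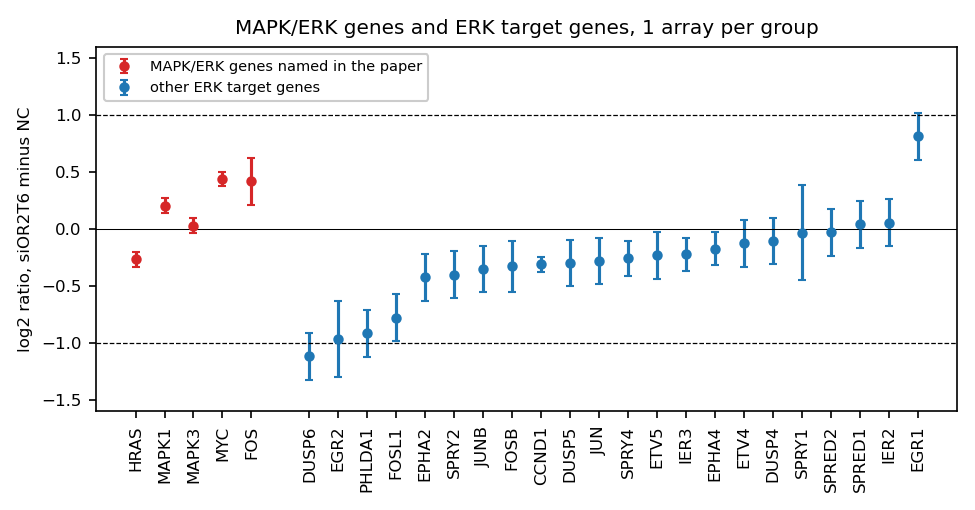
Log2 ratio (siOR2T6 minus NC) of the 5 MAPK/ERK genes (red) and the other measured ERK target genes (blue), with bars of 1 error of the spot signals and dashed lines at 2-fold. MYC, FOS, MAPK1 and MAPK3 lie above 0 and HRAS below, and the target genes run from DUSP6 at -1.12 to EGR1 at 0.82.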

Interference with OR2T6 expression dramatically triggered the cascade of the MAPK/ERK pathway, and the expression of H-Ras, c-Myc, ERK, and c-fos was decreased significantly. It has been reported that the olfactory receptor can bind and activate G protein, which allows calcium ions to enter the cell and stimulate RAS gene expression (29–31). In our study, OR2T6 might have activated H-Ras gene expression through the regulation of calcium ions, and H-Ras thereby would have converted inactive guanosine diphosphate (GDP)-bound conformations to active guanosine triphosphate (GTP)-bound conformations, stimulating downstream ERK, c-Myc, and c-fos proteins (32, 33). Thus, OR2T6 might promote proliferation and inhibit the apoptosis of breast cancer cells via the initiation of the MAPK/ERK pathway.

Recent reports have shown three patterns of subcellular protein localization of ORs. OR51E1 protein was observed in the membrane and cytoplasm of epithelial cells (33). The majority of OR51E1 protein located in the cytoplasm, while others in the perinuclear compartment of tumor cells (34, 35). The diverse locations of one olfactory receptor suggest its diverse effects in different kinds of tissues. Moreover, variable ORs might have different subcellular localization and functions. In our present study, 28 of 102 cases of breast cancer showed cytoplasmic OR2T6 localization, while one case exhibited membranous localization. It indicates the variable roles of OR2T6 in breast cancer. However, the number of cases enrolled in this study was limited, and the precise subcellular position needs to be clarified in large cohorts of patients. The underlying mechanism also needs in-depth investigation.

OR2T6 belongs to GPCRs, the largest family of cell-surface receptors. GPCRs have been proved to participate in the development and progression of many tumors including breast cancer (36). Consistently, GPCR-based drugs have shown promising efficacy in halting the tumor growth. At present, 21 anti-cancer drugs targeting 14 different GPCRs have been approved. In clinical trials, 23 GPCR-targeted drugs are being developed for cancer treatment (36). However, the majority of human GPCRs were not targets for drugs because of our limited knowledge of their signaling mechanisms (37). In the present study, our findings in OR2T6 may help to broaden the molecular mechanism of GPCRs-induced breast cancer and to develop new therapeutic strategies for breast cancer patients in the future.

In the present study, we identified that OR2T6, as a new oncogene, might be involved in the initiation and progression of breast cancer. Its over-expression was associated with higher TNM staging and lymph node metastasis. Up-regulation of OR2T6 expression in breast cancer may enhance migration and invasion by initiating the EMT, and promote proliferation and inhibit apoptosis via activation of the MAPK/ERK pathway (Figure 5G). Considering the multifaceted functions of OR2T6, future approaches targeting OR2T6 might have promising potential in cancer treatment.

## Data Availability Statement

The datasets generated for this study can be found in the GEO database (accession number GSE108006).

## Ethics Statement

The studies involving human participants were reviewed and approved by the ethics committee of the Medical School of Shandong University (approval code: 2012028). The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

PG conceived the experiments and wrote the paper. ML and XW carried out the *in vitro* experiments. R-RM and D-BS analyzed the data. Y-WW and X-ML carried out the *in vivo* experiments. J-YH and JW collected the specimens.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Olfactory Receptor Family 2, Subfamily T, Member 6 (OR2T6) Is Involved in Breast Cancer Progression via Initiating Epithelial-Mesenchymal Transition and MAPK/ERK Pathway
**Source:** Front Oncol. 2019 Nov 11;9:1210. doi: 10.3389/fonc.2019.01210
**Supplement:** Supplementary file 1

Table S1. The primer sequences used in the real-time PCR.

Gene names	The primer sequences
OR2T6	Forward: 5'-ATGATCCTGGCCAGCTCTTG-3'
	Reverse: 5'-TTGCAACGCAGCACACATAC-3'

Figure S1.

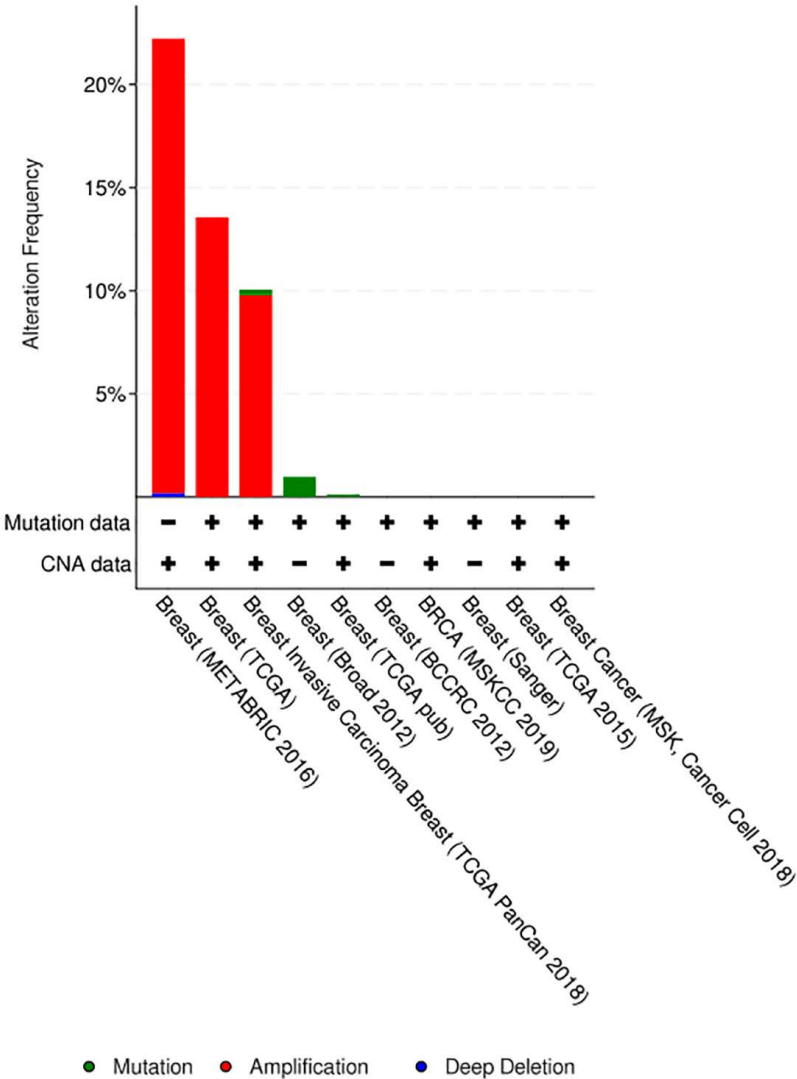

Figure S1. The genetic alteration of OR2T6 in breast cancer.

The cBioPortal analysis revealed that the genetic changes of OR2T6 ranged from 0% to 22.23%, with an average of 9.21% in 10 breast cancer studies. Of 743 cases of genetically altered breast cancer, 734 cases had OR2T6 amplification, 5 cases had mutation, and 4 cases had deep deletion. In Pereira B's study, the proportion of such genetic changes was as high as 22.23% (483/2173) (Left column).

Figure S2.

(A)

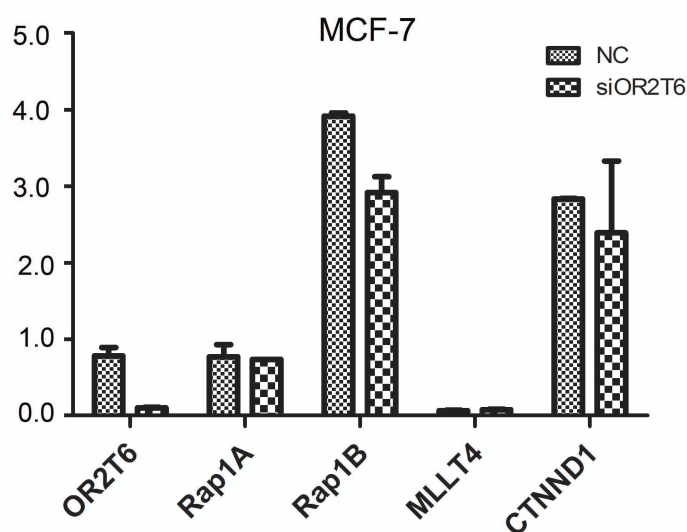

(B)

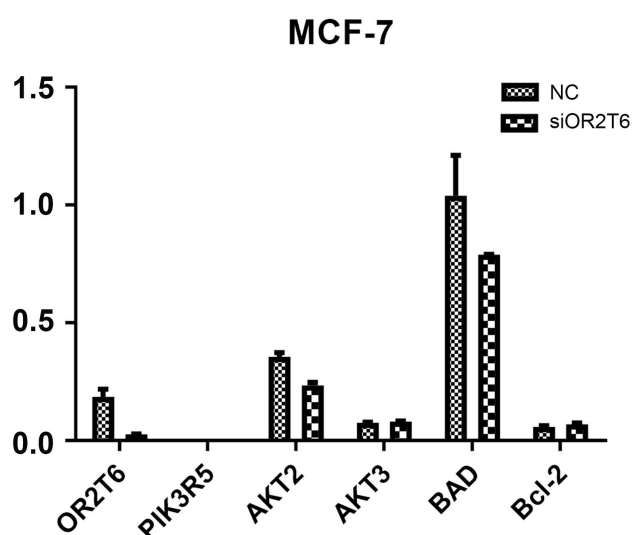

Figure S2. Silencing the expression of OR2T6 in MCF-7 cells had no significant effect on the expression of related molecules in RAP1 and PI3K-AKT signaling pathways.

MCF-7 cells were transfected with the siRNA targeting OR2T6. Real-time quantitative PCR was conducted to validate the mRNA levels of the related molecules in Rap1 signaling pathway (Rap1A, Rap1B, MLLT4, CTNND1) and PI3K-AKT pathway (PIK3R5, AKT2, AKT3, BAD and Bcl-2). Results showed that the expression of these genes were not changed significantly after silencing OR2T6. Student's *t*-test was used to compare the difference between the two groups. Results were representative of triplicate experiments.

How the deposited data were processed for this re-analysis (not part of the article)

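Total RNA of MCF-7 cells was hybridised to 2 single-colour (Cy3) Agilent arrays of 1 design on 1 slide, 1 array for cells transfected with negative control siRNA and 1 for cells transfected with siOR2T6. The grouping follows the sample titles and the paper. The authors deposited the intensity of each spot as written by Agilent Feature Extraction 11.0.1.1 (named in the submitters' processing notes and the file headers). These deposited intensities are background-subtracted and spatially detrended by that software and are not scaled between arrays. The authors also deposited a table of log2 values, with 34183 probes. Set against the spot signals, its columns had a Pearson r of 0.989 (NC) and 0.991 (siOR2T6) across probes, and both columns had a median of 5.93, so the table holds log2 signals that were quantile normalized between the arrays without centring of genes, in the direction of the labels. How its low values were raised remains unknown. The normalization is not given in the sources used here.

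From the spot intensities, log2 of the processed signal was taken, spots flagged as non-uniform or as population outliers (283 on the array labelled NC and 306 on the array labelled siOR2T6) were left out on both arrays, repeat spots of a probe were averaged, and the 75th percentile over non-control probes was subtracted from each array. Probes were named through their RefSeq accessions and a gene table of the GRCh38.p14 assembly. The array design names an older build, so no coordinates are given. Of 29094 accessions, 21126 matched a symbol and 7968 did not, and 8356 probes stayed unnamed under their own accession. Probes of a gene were averaged, and a gene was kept with at least 1 probe well above background on at least 1 array. An average therefore can include probes below background, as for OR5T3, TAGLN, AFDN and ESR1. The r between the arrays was 0.993 across probes. DEGs were taken at a fold change above 2, the threshold in the methods, with no p-value. A gene above background on 1 array only was given a bound over its probes above background on the brighter array, the brighter value over the higher of the dimmer value and the lowest normalized signal well above background on the dimmer array.

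The named genes were set by a rule before the data were examined. They are the 12 highest and the 12 lowest protein-coding genes among those with all probes well above background on both arrays and in one direction, the 5 largest bounds in each direction, every gene that the paper names, in each gene list the members beyond 2-fold and the most changed member each way, and the olfactory receptor genes beyond 2-fold on both arrays. Outside this rule, KRT8, KRT18, KRT19, TFF1, TFF3, FOXA1, GATA3, AR, AGR2, AGR3, PGR, PHLDA1, FOSL1, EPCAM, CLDN1, FN1, LOX, SNAI2, ANXA1, CD44, CXCL8 and KRT17 were named after their values were seen. The 36 gene lists were fixed at the same time from textbook knowledge and the paper. The median log2 ratio of a list was placed among 10000 random lists of the same size, drawn within 20 bins of mean expression. Arrays of 23014 genes were simulated with normal scatter, independent between probes. Its size was set by the median absolute deviations of the comparison of siOR2T6 with NC. Of 200 genes changed 4-fold, 99.5% were called in the right direction, and 105 unchanged genes passed 2-fold. A list of 40 genes shifted by 0.30 had a median of 0.30, and 5.00% of 200 unshifted lists fell outside the middle 95%. The unshifted lists were random draws, so this share need not hold for lists of genes that vary together.

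The alternatives were quantile, median and cyclic loess normalization, normexp background correction with an offset of 50, other filters on dim probes, other ways to join the probes of a gene, a floor for low signals, the deposited log2 table, and thresholds of 1.5-fold and 3-fold. The mean spot signal was not among the columns used here, so normexp was run on the median spot signal and the median local background. A further 2 settings were added after the data were examined, the mean of a gene's probes above background, and the deposited log2 table with each probe as its own feature. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Effects of the siRNA seed on other mRNAs were not analysed here, since no transcript sequences were used, and the GO and KEGG enrichments were not rerun.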

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

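The tests of OR2T6 against genes of like signal, of exchanged labels and of cells of another line were chosen after the values were seen. The tests of dim probes, of an interferon response and of MDA-MB-231 cells were set before the data were examined.

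The targeted gene OR2T6 had a log2 ratio of 0.845, siOR2T6 minus NC, where silencing would give a negative value. Scatter of a dim probe stays open. Of 1000 genes of like signal and well above background on both arrays, 2.9% had a ratio as large in either direction, but 0.5% one as high. Genes above background on 1 array only were not among these 1000. An exchange of the 2 labels cannot be told apart from correct labels either. The paper gives H-Ras, c-Myc, ERK and c-fos as lower by real-time PCR. Its text does not say which ERK gene was measured, so MAPK1 and MAPK3 were both taken here. Of the resulting 5 genes 4 were higher on the array labelled siOR2T6, as an exchange would give, but HRAS was lower (-0.27, and -0.18 with median scaling). MAPK3 was at 0.03, and at -0.0018 with normexp. Of the genes of the 4 proteins in the paper's Western blots of EMT markers, CDH1 (1.33), VIM (-0.27, error 0.20) and CTNNB1 (-0.20, error 0.11) ran as labelled. CDH2 (0.24, error 0.14) ran as exchanged. The ratios of HRAS, VIM and CTNNB1 were small, and 14251 of 23014 features were lower under this scaling. CDH1 was dim (signals of 18.9 on the array labelled NC and 61.3 on the array labelled siOR2T6). It was at 0.48 with normexp, whose offset compresses dim ratios. Of the lists, 19 of 24 ERK target genes were lower, as the labels would give if ERK activity fell, and 38 of 39 proliferation genes were higher, where the paper found fewer EdU-positive cells after siOR2T6. Untested are a probe that also binds other transcripts and a true rise of OR2T6 after transfection, a biological explanation that 1 array per condition cannot test.

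Of the 483 features beyond 2-fold, 83.0% lay in the 3 dimmest of 10 equal bins of mean signal. Noise of dim probes is a candidate source of many of them, since 12.25% of features in the dimmest bin passed 2-fold against 0.39% in the brightest, but how many stays open, as simulated arrays with normally distributed scatter gave 105 unchanged features beyond 2-fold. The values argue against a stronger interferon response to siOR2T6 than to the control siRNA. The list of 34 measured genes had a median at percentile 31.9 of matched random lists and held 0 genes more than 2-fold higher. An interferon response shared by both cultures stays open, since both were transfected with siRNA and it would cancel in the ratio. A mixture with MDA-MB-231 cells on 1 array stays open although the median of those marker genes lay at percentile 44.8, since 25 of 26 were already well above background on both arrays, with VIM among the brightest, the dimmer ones went both ways (CXCL8 at -0.40, KRT17 at 0.16), and no array of MDA-MB-231 cells gives the levels that a share of them would bring. A response to silencing stays open for the genes well above background on both arrays, such as SOX7, MMP24, DHRS2 and ARMH1.

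Of 20 luminal genes, 3 (GATA3, AR and AGR3) were not well above background on either array, nor was the estrogen target PGR, while 25 of 26 MDA-MB-231 and basal marker genes were well above background on both, VIM with signals of 43425 and 46571. Cells of another line in both cultures may account for this, and a count of genes that pass background cannot decide it. On the arrays labelled NC and siOR2T6, ESR1 (mean signals of 46.8 and 43.5 over 3 probes) and FOXA1 (153 and 172) were above background. So were TFF1 (1041 and 1609), KRT8 (2886 and 4577) and KRT18 (19190 and 29880). Passing background says little, since 82.3% and 81.0% of all spots passed that limit. The ESR1 means lay below the median spot signals of 69.6 and 86.0. So did the luminal genes KRT19 (53.6 and 52.6), AGR2 (21.1 and 24.7) and TFF3 (17.3 and 16.5). Of the MDA-MB-231 and basal list, ANXA1 (26570 and 27582) and CD44 (10343 and 10047) were bright. CXCL8 (23.1 and 22.6) and KRT17 (49.4 and 71.5), of the same list, were dim. There was no reference array of MCF-7 cells. The paper's methods state that the line was authenticated by STR profile, and its Western blot shows vimentin in MCF-7 cells (Figure 5A). The MDA-MB-231 and basal list shares 7 genes with the mesenchymal list. No biological explanation was tested, since both arrays carry the same cell line label.

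Gene lists that the paper does not report from the arrays had medians outside the middle 95% of matched random lists, each as siOR2T6 minus NC. The proliferation list had a median of 0.215 and the p53 target list of -0.437, and both stayed outside under all 9 alternatives that can change a percentile, which scaling to the median cannot. The glycolysis and hypoxia list had a median of -0.274 and the unfolded protein and amino acid response list of -0.206, with DNAJB9 at -0.85 and SESN2, its member beyond 2-fold, at 1.03, also outside under all 9, as was the ERK target list at -0.245. Estrogen target genes had a median of 0.104, which was 0.0003 with normexp, at percentile 83.6. Mesenchymal markers had a median of -0.223, at percentile 9.8 with normexp and 3.7 with no filter. The NF-kB and inflammatory list had a median of -0.269, at percentile 13.7 with a floor and 7.1 with normexp. Immune marker genes, kept as a check on other cell types, had a median of -0.25 and lay inside the middle 95% under 7 of the 9.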

How the results depend on the processing

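The alternatives were chosen before the data were examined, apart from the mean of a gene's probes above background and the deposited log2 table taken probe by probe, which were chosen after seeing the data. The counts depended on how signals near background were treated and on the threshold. The 483 features beyond 2-fold (167 higher and 316 lower on the array labelled siOR2T6) became 21 (11 and 10) with normexp, 180 (64 and 116) with probes well above background on both arrays, 1050 (397 and 653) with no filter on dim probes, and 252 (108 and 144) with a floor. With the deposited log2 table they were 267, of which 122 were lower, and probe by probe 168 were lower while 13398 of all probes were higher. Thresholds of 1.5-fold and 3-fold gave 1833 (638 and 1195) and 172 (69 and 103). Of the 483, 406 remained after quantile normalization, 421 after median scaling, 417 after cyclic loess and 232 with the deposited log2 table. Quantile normalization, median scaling and cyclic loess moved the share of higher calls among those beyond 2-fold from 34.6% to 48.7%, 46.2% and 46.7%. The log2 ratio of OR2T6 stayed positive and was 0.2269 with normexp. Of the 24 largest changes, 7 stayed beyond 2-fold with normexp, 23 with the highest probe of each gene and 24 under the other alternatives run on genes. The ratio of the SD of log2 ratios in the dimmest 10% of features to that in the brightest 10% was 0.335 with normexp, whose offset compresses dim ratios by construction, 1.49 with both arrays above background, 1.828 with no filter, 1.971 with the deposited table (2.132 probe by probe) and 1.791 with a floor. The median log2 ratio of the olfactory receptor genes stayed negative, at -0.0906 with quantile normalization, -0.0945 with median scaling, -0.0790 with cyclic loess, -0.0590 with normexp, -0.0648 with no filter and -0.0837 with the deposited table. OR5T3 and TAGLN changed sign, to 0.1218 and -0.1085, both with probes above background on both arrays and with the highest probe, since each has a probe below background on 1 array. Apart from these, the cause of each difference was not tested. Values of named genes and gene lists stayed within their error, or the spread of random lists, in 1205 comparisons with an alternative and moved by more in 200. The number of gene lists outside the middle 95% of random lists, without the olfactory receptor list, was 10 and ranged from 8 to 11, with median scaling unable to change it. The slide as a block was not run, since both arrays share 1 slide with 1 array per condition. The test of siRNA seed sites, with its other site lengths, was not run for want of transcript sequences.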

Differences from the paper's values

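The paper reports 13,452 up-regulated genes, and 8763 features were higher on the array labelled siOR2T6 here. Of the alternatives set before the data were examined, quantile normalization (10896), median scaling (11869), cyclic loess (11221), normexp (9283), no filter on dim probes (11711), each probe as a feature (10860), the deposited log2 table (10886) and a floor (9020) came within 1.5 times the paper's count, and probes above background on both arrays (8394) and the highest probe of each gene (8914) did not. The paper reports 172 down-regulated DEGs at a fold change above 2, and 316 features were lower by that threshold here. Within 1.5 times the paper's count were quantile normalization (239), median scaling (254), cyclic loess (250), probes above background on both arrays (116), the deposited log2 table (122) and a floor (144). Normexp (10), no filter (653), the highest probe (321) and each probe as a feature (383) were not. The deposited log2 table with each probe as a feature, chosen after seeing the values, gave 28135 probes, 13398 higher and 14709 lower, with 204 higher and 168 lower beyond 2-fold, beside the paper's 28,186, 13,452, 14,734, 213 and 172. The paper's text lists no DEGs, so how many of its own calls this setting drops was not counted.

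The paper's text gives c-Myc, ERK and c-fos as lower after siOR2T6 by real-time PCR in MCF-7 cells, and the plot in Figure 5D, read by eye, shows OR2T6 lower as well, whereas on the arrays OR2T6 (0.85), MYC (0.44), MAPK1 (0.21), MAPK3 (0.03) and FOS (0.42) had positive log2 ratios, while HRAS (-0.27) was lower in both. It finds N-cadherin protein lower after siOR2T6 (Figure 5A), and CDH2 had a log2 ratio of 0.24. For E-cadherin, vimentin and beta-catenin the directions were the paper's, with CDH1 at 1.33 (error 0.08), VIM at -0.27 (error 0.20) and CTNNB1 at -0.20 (error 0.11). CDH1 was dim, with signals of 18.9 on the array labelled NC and 61.3 on the array labelled siOR2T6, and its small error can reflect repeat spots. With normexp, whose offset compresses dim ratios, it was at 0.48. VIM was at -0.15 after quantile normalization and CTNNB1 at -0.06 with its highest probe. HRAS was at -0.18 with median scaling. As 14251 of 23014 features were lower under the main scaling, the signs of HRAS, VIM and CTNNB1 say little. The genes of Rap1 and PI3K-AKT signaling that the paper finds little changed by real-time PCR were within 2-fold on the arrays. This says little, since the 5 MAPK/ERK genes and all but 483 of the 23014 features were within 2-fold as well. All of this holds for the arrays as labelled.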

Other observations

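Epithelial genes were nearly balanced between the arrays, and of 26 measured mesenchymal genes 18 were lower on the array labelled siOR2T6, against 14251 of 23014 over all features. Beside CDH1, the epithelial genes EPCAM (log2 ratio 0.69, error 0.21) and CLDN1 (0.66, error 0.21) were higher on the array labelled siOR2T6, and ESRP1, an epithelial splicing factor, was lower (-0.48, error 0.23). Of 22 measured epithelial genes 13 were higher, with a median of 0.03 at percentile 94.8 of matched random lists. The mesenchymal list lay at percentile 0.23, but at 9.8 with normexp and 3.7 with no filter on dim probes. Its lower genes included the plasminogen activator inhibitor SERPINE1 (-1.06, error 0.07, and -0.98 with median scaling), fibronectin FN1 (-0.81, error 0.21), the collagen-crosslinking enzyme LOX (-0.75, error 0.06) and the transcription factor SNAI2 (-0.68, error 0.20). TAGLN had a mean of 1.25 (error 0.31) over 2 probes that differed in sign. The 4 proteins of the paper's Western blots had transcripts with a median of 0.02 at percentile 73.7. The paper does not report these genes from the arrays.

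Of 10 anti-apoptotic genes 8 were lower on the array labelled siOR2T6, with BIRC3, which encodes the inhibitor of apoptosis protein cIAP2, at -0.91 (error 0.20) and a median of -0.19 at percentile 2.59, which ranged from 1.46 to 11.2 and lay outside the middle 95% under 7 of 9 alternatives. The pro-apoptotic list of 26 measured genes had a median of -0.09 at percentile 16.1, with the caspase gene CASP7 highest at 0.88 (error 0.20) and BMF lowest at -0.86 (error 0.24). The paper reports fewer EdU-positive and more apoptotic MCF-7 cells after siOR2T6 (Figures 2B, 3B), by assays that have no array here.

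Of 353 olfactory receptor genes on the array, 174 were well above background on both arrays and 159 on neither. The 194 measured had a median log2 ratio of -0.18, against -0.08 for all features, at percentile 2.93, and lay outside the middle 95% under 8 of 9 alternatives (percentile 0.34 with quantile normalization and 8.3 with no filter). OR2M7 was the receptor gene beyond 2-fold with its probe above background on both arrays (-1.04, error 0.31), and was within 2-fold with quantile normalization (-0.91), median scaling (-0.95), cyclic loess (-0.89), normexp (-0.19) and the deposited log2 table (-0.91). OR5T3 had a mean of -2.14 (error 0.73) that rests on 1 of its 2 probes. The receptor genes OR51E1 and OR7C1 were not well above background on either array.

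Apart from the alternatives named here, the remaining lists lay within the middle 95% of matched random lists. They are given as median log2 ratio and percentile. Luminal identity genes were at -0.14 (percentile 20.4) with XBP1 at -0.56, and fibroblast markers at -0.15 (percentile 30.9). Heat shock genes were at 0.05 (percentile 90.6), cholesterol synthesis at -0.12 (percentile 7.31, and outside the middle 95% under 4 of 9 alternatives) and fatty acid synthesis at 0.07 (percentile 86.9). Oxidative phosphorylation was at -0.03 (percentile 67.1), the RNA interference machinery at -0.05 (percentile 38.1), histone genes at -0.01 (percentile 68.9) and housekeeping genes at 0.01 (percentile 86.0). Ribosomal protein genes were at -0.15 (percentile 2.51, from 0.22 with the highest probe to 22.4 with quantile normalization, and outside the middle 95% under 3 of 9 alternatives), with 29 of 30 lower. The paper's Rap1 genes were at -0.09 (percentile 40.5) and its PI3K-AKT genes at 0.03 (percentile 80.3), and the median of the Rap1 genes turned positive with some alternatives, such as 0.09 with the deposited log2 table. Median scaling turned the medians of the oxidative phosphorylation, histone and RNA interference lists positive, to 0.06, 0.08 and 0.03, cyclic loess that of the luminal list, to 0.02, and the highest probe of each gene that of the housekeeping list negative, to -0.02. The interferon list had a median of -0.10, with OAS1 lowest at -0.82 and OAS3 highest at 0.62.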
